A study of Mus musculus with 16 samples.

How the data were processed

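The study probed the structure of MUNC, a long non-coding RNA of mouse muscle cells, by SHAPE-MaP. In this assay a small electrophile forms adducts on flexible nucleotides, the adducts are read through as mutations during reverse transcription, and the mutation rate at each nucleotide is set against that of an RNA treated with solvent alone. The reagent was 5NIA and the solvent control was DMSO. All 16 libraries came from C2C12 mouse myoblasts that overexpressed one of 4 forms of the RNA. These were a spliced form, a genomic form, and the CH1 deletion and CH4 deletion forms. The RNA was treated either inside the cells or after extraction, which is called cell-free here. Per the labels' protocols, amplicons were made by gene-specific mutational-profiling reverse transcription and PCR, turned into Nextera XT libraries and sequenced on a MiSeq.

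Per the file headers, the authors deposited for each nucleotide the count of mutations, the count of reads covering it and an effective read depth after their exclusions, for the 5NIA library and the DMSO library side by side. The deposited mutation rate is a fraction and equals the mutation count over the effective depth. The authors' normalised reactivity is a score with no fixed range, and in every deposited profile it equals the 5NIA rate minus the DMSO rate times 1 factor for that profile. The factor ran from 28.9 for spliced cell-free replicate 2 to 388 for spliced in-cell replicate 2. The score comes with a standard error from the authors. The genomic RNA was read as 2 overlapping amplicons, and the deposited merged profile holds the exact sums of their mutation counts and depths. The pairing files, per the file headers, give the negative log10 of the base-pairing probability for each pair of residues, and no header or label names the folding program or its settings. Per the labels, each pairing file belongs to the cell-free SHAPE data of its RNA, with separate files for spliced replicates 1 and 2 and for both joined, but how the reactivities entered is not stated. The authors also deposited 2 tables of in-cell against cell-free differences. In both, 1 column equals the natural log of the 5NIA over DMSO rate of cell-free replicate 1, and the in-cell column equals a log10 of the in-cell ratio plus a constant, as worked out from the deposited values because no header states the log base. The aligner, the mutation counter, their versions and the reference build are stated nowhere in the labels or headers, so no genome coordinates are given.

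Residues in lower case in the deposited sequences, which are the primer sites and carry no reactivity, were left out of all results on depth, rates and reactivities unless stated. They were the first and last 25 residues of each RNA, and the first 30 of the CH1 deletion RNA. The pairing models and the alignment cover all residues, primer sites included. Residues needed an effective depth of at least 1000 in both libraries of a pair. All positions are residues of the spliced RNA counted from 1 at its 5′ end, or of the genomic RNA where stated. The 4 sequences were aligned to each other to place the deletions and the insert. The gene name was looked up through its synonym in a RefSeq gene table of assembly GRCm38.p6, which was used for names and neighbours only. No column of the series was left unmapped to a sample, a pool or a comparison.

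Mutation counts of the 8 spliced libraries were compared between 5NIA and DMSO with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3). The log effective depth of each nucleotide was the offset, environment was a covariate, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. No other scaling was applied, since a scaling across nucleotides would remove a rise that most nucleotides share. Mean mutation rates of the 8 library pairs were compared by an exact sign-flip permutation test. Normalised reactivities of the 4 spliced profiles were compared between environments with limma's moderated test with a mean-variance trend. The mean rate difference between the environments was compared by an exact permutation test. Comparisons with 1 profile in an arm have no test and no p-value. There, a nucleotide passed a size rule when the reactivities differed by at least 0.5 and by more than 1.96 times the sum of the 2 standard errors. Where the spliced RNA was the reference, its 2 cell-free profiles were averaged. The standard errors cover counting error alone, so the number of residues past the rule between the 2 cell-free replicates was used as the background.

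Pairs with a probability of at least 0.5 were compared between models. A residue counted as paired when its summed pairing probability was at least 0.5, and the area under the ROC curve gave the chance that an unpaired residue had a higher reactivity than a paired one. A fixed rule chose the nucleotides and helices to name. For the spliced in-cell comparison it named the 5 largest rises and falls past the adjusted threshold with the same sign in both replicates, or, if none passed, the 3 with the smallest adjusted p. For a comparison with 1 profile in an arm it named the 3 largest differences past the size rule. For pairing it named runs of at least 4 consecutive pairs found in the 3 spliced models and in the genomic model, and the deleted segments. Other residues are named as chosen after their values were seen.

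The 5NIA and DMSO libraries of one RNA, environment and replicate share a deposited profile. Within each environment, same-numbered 5NIA and DMSO libraries also deviated together, with a correlation of the log2 rates over nucleotides of 0.297 cell-free and 0.325 in cells. A fit with these pairs as a block was run as an alternative. Across environments the replicate numbers were not taken to pair the samples.

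Precision was set by effective depth. Its median over nucleotides was lowest in the 5NIA library of spliced in-cell replicate 2, at 11977, and highest in the DMSO library of spliced in-cell replicate 1, at 241310. Over the nucleotides with a reactivity the median depths were 12279 and 241310, where a count of 3 mutations corresponds to a rate of 0.0244% and 0.00124%. PCR reads without molecular identifiers are not independent molecules, so Wilson intervals and such limits cover counting error only.

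The tests were tested on simulated data. With 200 of 468 nucleotides changed 4-fold up or down, the edgeR test on 8 libraries recovered 69.5% in the right direction with 4 false calls. With 100 of 456 nucleotides shifted by 1 reactivity unit, limma was run on 4 profiles. It recovered 98% when the simulated in-cell pair had the measured spread of the cell-free pair, and 41% with its own measured spread. The 0 false calls in each were fixed in advance, because the simulated in-cell pair was centred on the cell-free mean. The simulated mean differences carried no sampling error, so the recovered shares are not estimates of power. The tests, the naming rule and most alternatives were set before the data were examined. These alternatives were TMM scaling, DESeq2 1.42.0, other depth and count minimums, medians in place of means, other scalings and transforms of the reactivities, the replicate block, other size and probability thresholds, and leaving out each replicate. A few were added after the data were seen and are named as such. Other calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.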

Results

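SHAPE-MaP profiles were collected for MUNC, a long non-coding RNA, in C2C12 cells, a line of mouse myoblasts that can differentiate into muscle. In the RefSeq annotation of assembly GRCm38.p6 the name Munc is a synonym of Gm45923, a lncRNA gene whose neighbours are Otog and Myod1. The 16 libraries form 8 pairs of a 5NIA library, treated at 25 mM, and a DMSO library of the same RNA. Spliced MUNC was probed in 2 cell-free and 2 in-cell replicates, genomic MUNC once cell-free and once in cells, and the CH1 deletion and CH4 deletion RNAs once each cell-free. Only the spliced RNA therefore has replicates. The title of the series ties structural domains of the RNA to the transcription of different promyogenic factors. The comparisons address where the RNA is flexible, whether this differs between cells and extracted RNA, and whether a deletion or the retained genomic sequence changes the remaining structure.

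The spliced RNA had 518 residues, the genomic RNA 1083, the CH1 deletion RNA 489 and the CH4 deletion RNA 491. The genomic RNA differed from the spliced RNA by 1 insert of 565 residues, which the alignment placed at genomic residues 129 to 693 with equal matches up to 2 residues further on. In the last of these placements, residues 131 to 695, the insert began with GU and ended with AG. The CH1 deletion RNA lacked the 29 residues 6 to 34, UAGCACCUUGGAAGACUAGCCAAGGGAGC, with an equal match 1 residue further downstream. The CH4 deletion RNA lacked the 27 residues 275 to 301, UUGUAUGAGUAAGUACCUACAUAGAGC, and placements up to 5 residues further upstream match equally well. The deposited CH1 deletion sequence also carried the substitution C58A, in which the spliced base comes first and the position is counted in the spliced RNA. This residue lies in the primer site and carries no reactivity.

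Depth differed between libraries. Median effective depth per nucleotide was 185098 in the 5NIA library and 211893 in the DMSO library of spliced cell-free replicate 1, and 32424.5 and 49558 in replicate 2. In cells it was 147632 and 241310 in replicate 1, but 11977 and 69228 in replicate 2. The merged genomic libraries had 161823 and 203849 reads cell-free and 154565 and 118407 in cells. The CH1 deletion libraries had 142902 and 177740, and the CH4 deletion libraries 38838 and 27510. At the median depth and median rate of the residues with a reactivity in the shallowest library, 22 mutations in 12279 reads gave a rate of 0.179%, with a Wilson 95% interval from 0.118% to 0.271%. In spliced cell-free replicate 1 the corresponding 5NIA rate was 0.988%, with an interval from 0.944% to 1.03%. A reactivity was given for all 468 residues between the primer sites in 3 spliced profiles and for 456, residues 35 to 490, in in-cell replicate 2. Intervals cover counting error only.

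The first question was whether 5NIA raised the mutation rate over the DMSO background. The mean rate per nucleotide of the spliced RNA was 1.49% with 5NIA against 0.170% with DMSO in cell-free replicate 1, and 2.02% against 0.319% in replicate 2. In cells the rates were 0.452% against 0.160% and 0.405% against 0.117%. For the genomic RNA they were 1.46% against 0.290% cell-free and 0.564% against 0.237% in cells. The CH1 deletion libraries gave 0.658% against 0.158% and the CH4 deletion libraries 1.79% against 0.307%. The log2 ratio averaged 2.16 ± 0.63 (SD, n = 8 pairs), a 4.46-fold rise that was positive in 8 of 8 pairs (exact sign-flip permutation test, two-sided, p = 0.00781, the smallest this design allows). The alternative that moved it most was the median over nucleotides, with a mean log2 ratio of 2.31.

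**Figure D1:**
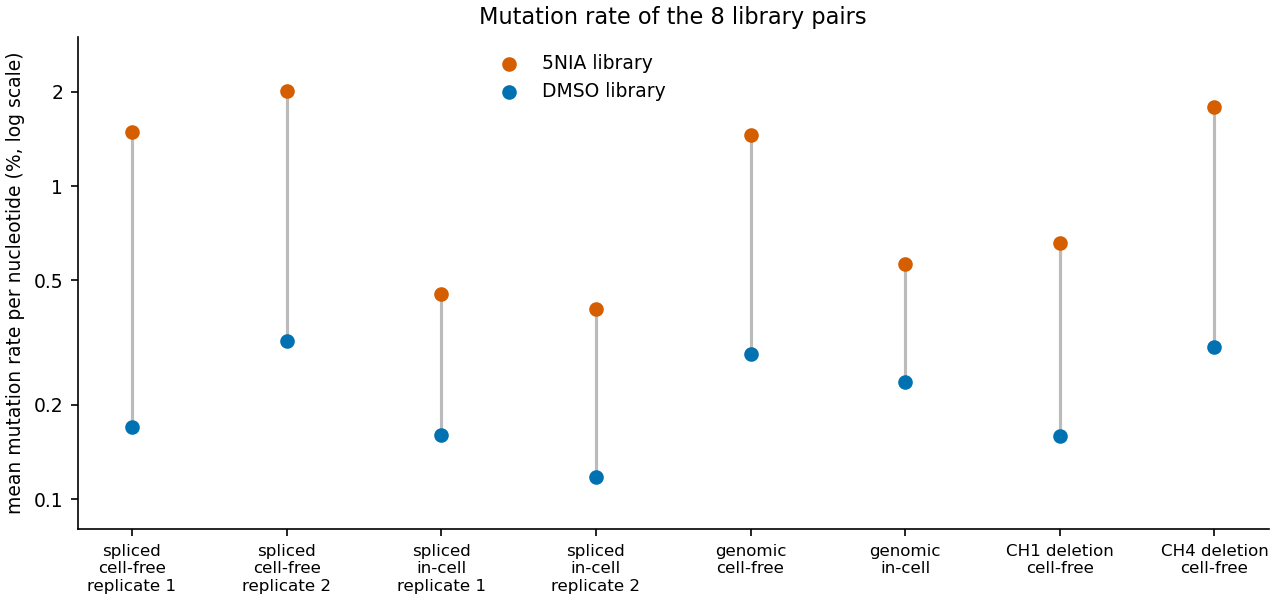
Mean mutation rate per nucleotide (percent, log scale) of the 5NIA library (orange) and the DMSO library (blue) of each of the 8 pairs, joined by a line; each point is 1 library. The 5NIA library lies above its DMSO library in 8 of 8 pairs, with 5NIA rates from 0.405% in spliced in-cell replicate 2 to 2.02% in spliced cell-free replicate 2 and DMSO rates from 0.117% to 0.319%.

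The rise was largest at adenosines on average. Over the 8 pairs the log2 ratio averaged 2.88 ± 1.02 at A (SD, n = 8), 1.84 ± 0.53 at G, 1.62 ± 0.56 at C and 1.58 ± 0.61 at U. The value at A exceeded the mean of the other bases by 1.20 ± 0.71 and was higher in 8 of 8 pairs (exact sign-flip permutation test, two-sided, p = 0.00781). The excess ran from 0.22 in the genomic in-cell pair and 0.23 in spliced in-cell replicate 2 to 2.06 in the CH4 deletion pair. In these 2 in-cell pairs A was not the base with the largest rise, with 1.35 at A and 1.39 at U in the genomic pair and 1.84 at A and 2.59 at G in the spliced pair. The low genomic value rested on residue A399, with a DMSO rate above 50%, and without this residue the excess was 1.03 in cells and 1.80 cell-free. With medians in place of means the excess was 1.54 and was positive in 7 of 8 pairs (exact sign-flip permutation test, p = 0.0156), with -0.02 in spliced in-cell replicate 2.

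Per nucleotide, edgeR's quasi-likelihood test on the 8 spliced libraries found a higher mutation rate with 5NIA at 290 of 468 nucleotides and a lower one at 0, at a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05 the counts were 313 higher and 0 lower. The 290 comprised 123 of 134 A, 64 of 111 C, 72 of 126 G and 31 of 97 U residues. The count depended on which libraries entered. The 4 cell-free libraries alone gave 324 nucleotides and the 4 in-cell libraries alone gave 0, with 107 higher at an unadjusted p under 0.05. Without replicate 2 of each environment 75 nucleotides passed. Without replicate 1 the count was 0, with 94 higher at an unadjusted p under 0.05. Whether the environments differed in this effect was tested as an interaction, relative to its median, and 0 of 468 nucleotides passed, with 2 at an unadjusted p under 0.05. Under TMM scaling, which sets the typical change to about 0, 72 nucleotides were higher and 39 lower.

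The second question was how spliced MUNC differed between cells and extracted RNA. The 5NIA rate minus the DMSO rate averaged 1.51 ± 0.268 percentage points cell-free (SD, n = 2) and 0.290 ± 0.00252 in cells (SD, n = 2), a 5.21-fold difference. Both in-cell values lay below both cell-free values, and the exact two-sided permutation test gave p = 0.333, the smallest that 2 against 2 allows. In-cell replicate 2 reached its mean through 6 residues with 5NIA rates of at least 5%. Without them its rate difference was 0.112 percentage points, and that of in-cell replicate 1 without the same residues was 0.292. For the genomic RNA, with 1 library pair per environment, the rate difference was 1.17 percentage points cell-free and 0.326 in cells, a 3.59-fold difference. The authors' normalisation scales each profile by its own factor, so the normalised reactivities do not carry this global difference.

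The cell-free replicates had closely similar reactivities, with a Pearson correlation of 0.942 and a Spearman correlation of 0.914 across 468 nucleotides, which are not independent replicates. Between them 11 nucleotides passed the size rule. The in-cell replicates did not resemble each other in this way. Their Pearson correlation was 0.00475 and their Spearman correlation 0.442 across 456 nucleotides, and 115 nucleotides passed the rule. In-cell replicate 1 correlated with cell-free replicate 1 at 0.919 and differed past the rule at 16 nucleotides, 5 higher and 11 lower in cells. In-cell replicate 2 had a Pearson correlation of 0.0253 and a Spearman correlation of 0.521 with cell-free replicate 2. Without the 6 residues with 5NIA rates of at least 5% the Pearson correlation was 0.470. The same 2 profiles differed past the rule at 107 nucleotides, 42 higher and 65 lower in cells. With both profiles scaled to an equal mean, 131 nucleotides passed, 14 higher and 117 lower, of which 70 were among the 107. The highest reactivity in replicate 2 was 69.4, at G255, whereas no reactivity of the other 3 spliced profiles exceeded 3.16. Holding the values to the range 0 to 2 brought the correlation between the in-cell replicates to 0.489.

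**Figure D2:**
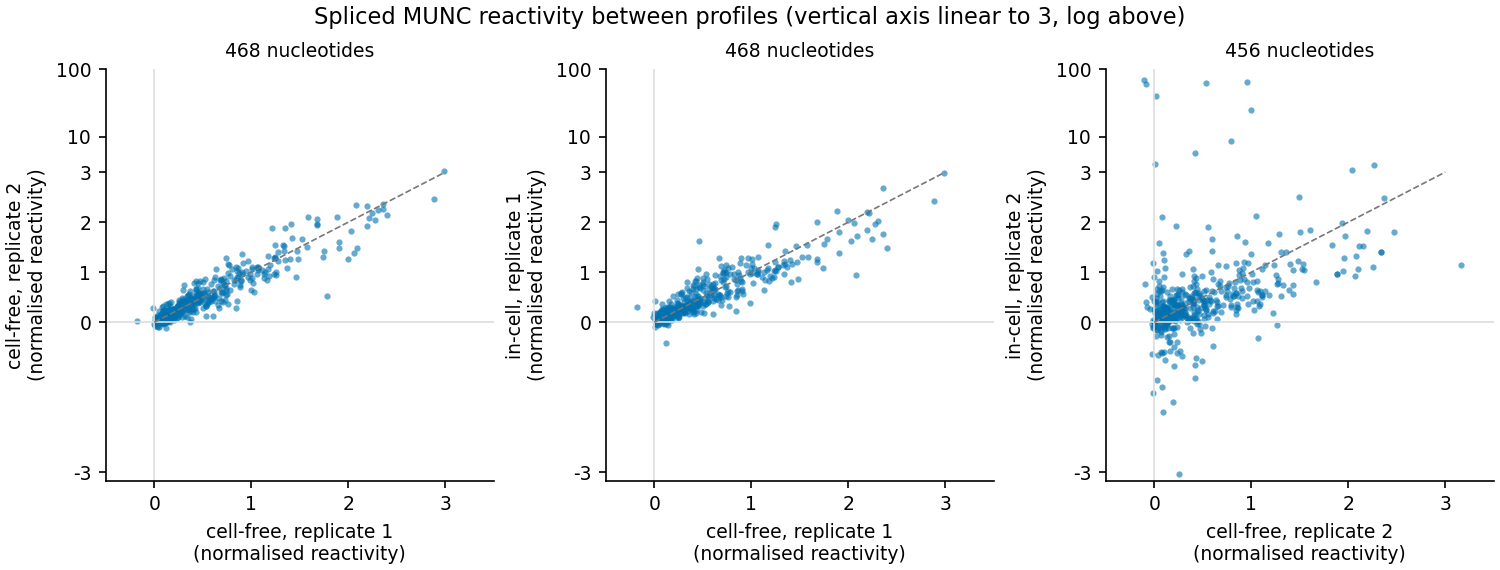
Normalised reactivity of single nucleotides of spliced MUNC in 1 profile (horizontal) against another (vertical; linear to 3 and logarithmic above), with the line of equal values dashed. Cell-free replicates 1 and 2 (left, Pearson r 0.942) and replicate 1 in cells against cell-free (middle, r 0.919) follow the line, while in-cell replicate 2 against cell-free replicate 2 (right, r 0.0253) scatters, with a highest value of 69.4. For the right panel the Spearman correlation was 0.521, and r was 0.470 without the 6 residues with 5NIA rates of at least 5%.

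With both replicates in limma's moderated test, 0 of 456 nucleotides changed reactivity between cells and extracted RNA at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 9, and the smallest adjusted p was 0.841. The 9 alternatives also gave 0, with 2 to 17 at an unadjusted p under 0.05, including the fit without the 6 high-rate residues. None of the nucleotides named by the rule passed. C240 had reactivities of 0.985 and 0.957 cell-free and 0.379 and 0.530 in cells, a difference of -0.517 (SE 0.123, limma adjusted p = 0.841). A401 differed by -0.465 (SE 0.113) and A238 by -0.496 (SE 0.154), with the same adjusted p of 0.841. In simulated profiles with the measured in-cell spread, a shift of 1 unit was recovered at 41% of the 100 shifted nucleotides. The simulated mean differences carried no sampling error, so this share is not an estimate of power, and smaller shifts were not simulated. The absence of calls thus does not show that reactivities were unchanged.

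Within replicate 1 alone, the 3 largest differences past the size rule were at G191, which rose by 1.17 in cells from 0.460, at A162, which fell by 1.15 from 2.08, and at A345, which fell by 0.923 from 2.40. In replicate 2 the values at A162 and A345 were also lower in cells, at 1.40 against 2.34 and 1.52 against 2.15, but G191 went the other way, at -0.852 against 0.422. In replicate 2 they were G255, G400 and A147, with in-cell reactivities of 69.4, 63.6 and 63.7 against -0.105, 0.536 and 0.961 cell-free. These 3 are among the 6 residues with 5NIA rates of at least 5%. The replicate 2 rate at G255 was 18.0% (2501 of 13927 reads, Wilson 95% interval from 17.3% to 18.6%) with 5NIA and 0.0645% with DMSO. In replicate 1 the in-cell 5NIA rate at G255 was 1.63% and the reactivity was -0.406, so the DMSO rate there was higher still. The in-cell DMSO libraries thus also differed at G255.

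The authors' deposited table for replicate 1 lists 12 residues with a Z score of at least 2 in size, and the authors' deposited table for replicate 2 lists 15. In the authors' deposited tables the cell-free column is the same in both and equals the natural log ratio of cell-free replicate 1 within 4.98e-10. The in-cell column in each of the authors' deposited tables follows the natural log ratio of its own profile with a slope of 0.434, which is the factor from natural log to log10. The difference in each of the authors' deposited tables thus subtracts a log10 from a natural log, and it correlated with its cell-free column at 0.986 in replicate 1 and 0.921 in replicate 2 across 468 nucleotides. Recomputed with natural logs throughout and the same cell-free replicate 1, 14 and 24 residues reached a Z score of 2 in size, and these included 6 of the 12 and 13 of the 15 in the authors' deposited tables.

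For genomic MUNC, 1 in-cell and 1 cell-free profile were compared without a replicate check. Their reactivities correlated at 0.702 across 1027 nucleotides and differed past the size rule at 192, 110 higher and 82 lower in cells. With both profiles scaled to an equal mean the split was 92 higher and 100 lower, so the direction of the split depended on the scaling. The differences were not spread evenly. They made up 25.0% of the residues read from amplicon 1 alone and 9.43% of those read from amplicon 2 alone. The 3 largest were at genomic residues U314, with 2.78 in cells and 6.32 cell-free, A973, with -3.21 and -0.308, and A166, with 0.867 and 3.72. U314 and A166 were read from amplicon 1 alone. At A973 the in-cell DMSO rate of amplicon 2 was 4.62%, the highest with a reactivity in that amplicon. The authors' standard errors of the residues named from single profiles were at most 0.115, except in spliced in-cell replicate 2, where they reached 1.53. Where the 2 amplicons of the same RNA overlapped, over 157 residues, the cell-free amplicons correlated at 0.741 and differed past the rule at 30, and the in-cell amplicons correlated at 0.899 and differed at 8. In the cell-free merged profile 215 of 1033 residues had a lower rate with 5NIA than with DMSO, against 21 in cells. Genomic residue A399, with a DMSO rate above 50%, is included in these 2 counts and in the mean rates of the genomic RNA. Without it the mean rates were 1.41% against 0.236% cell-free and 0.510% against 0.176% in cells.

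**Figure D3:**
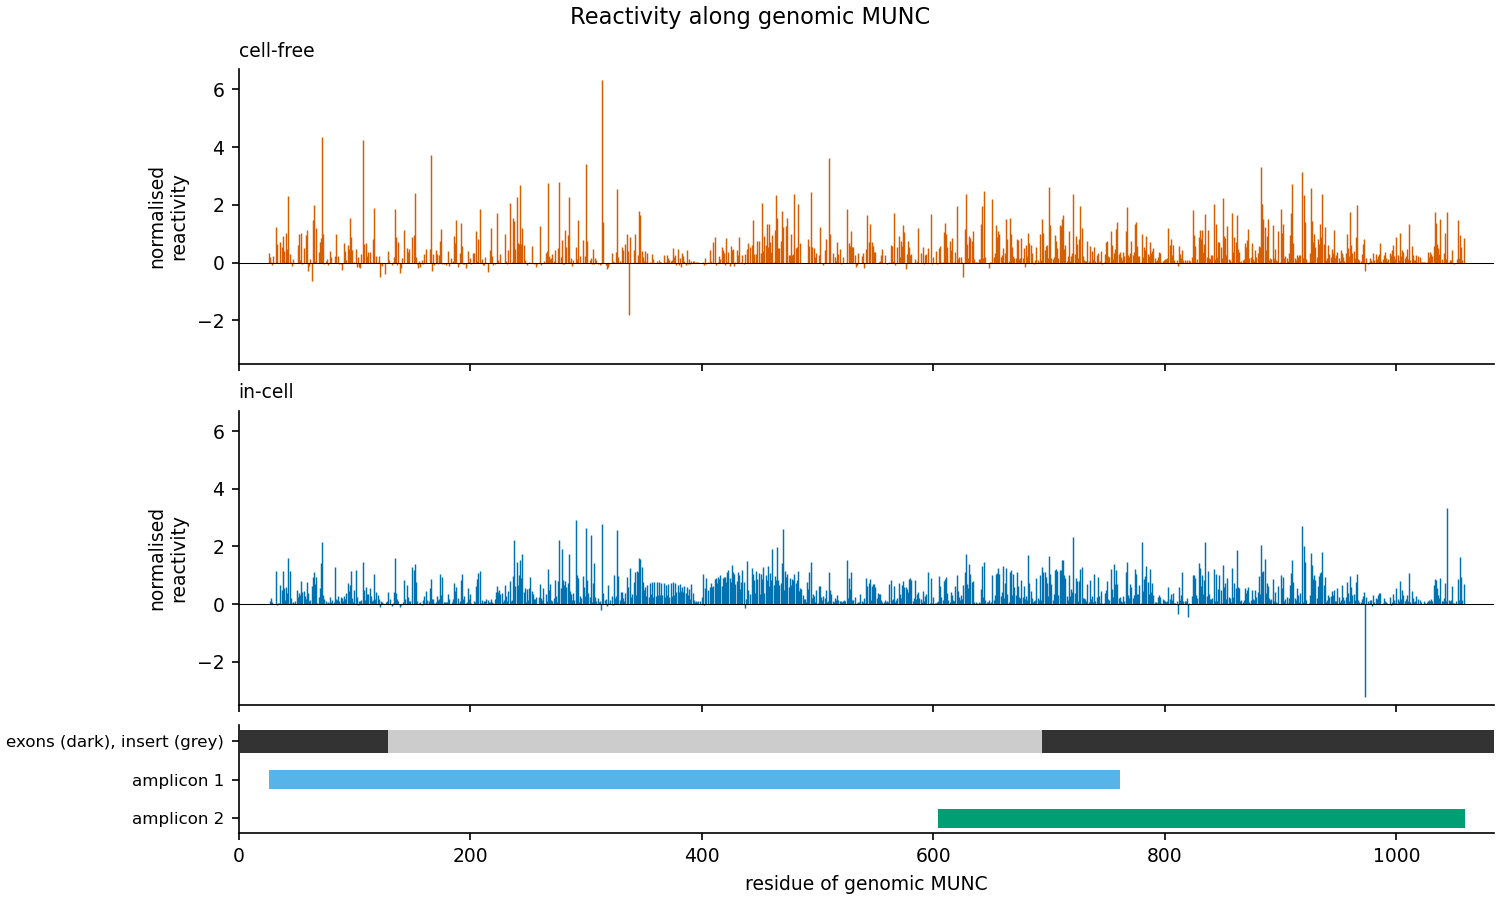
Normalised reactivity along genomic MUNC for the cell-free profile (top) and the in-cell profile (middle), 1 line per residue, above a map of the exons, the insert and the residues read from each amplicon (bottom). Residues past the size rule made up 25.0% of those read from amplicon 1 alone and 9.43% of those read from amplicon 2 alone.

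The retained insert was compared with the spliced form over the shared residues. Genomic and spliced cell-free reactivities correlated at 0.808 across 467 nucleotides, and 40 passed the rule, 26 higher and 14 lower in the genomic RNA. The largest were at A107, with 4.24 against 0.728, A72, with 4.36 against 2.31, and A83, with 0.238 against 2.26. These 3 lie in the first exon, read from amplicon 1, where 19 of 103 residues passed the rule, compared with 17 of 297 in the part of the second exon read from amplicon 2 alone. In cells, against spliced replicate 1, the correlation was 0.822 across 468 nucleotides and 26 passed. The largest were A408 (genomic residue A973), at -3.21 against 1.13, A479, at 3.34 against 2.23, and A215, at 2.16 against 1.05. Against a single spliced replicate the cell-free count was 42 or 46, compared with 11 between the 2 spliced cell-free replicates, but no test was possible with 1 genomic profile.

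The CH1 deletion profile correlated with the mean spliced cell-free profile at 0.926 across 434 nucleotides, and 14 passed the size rule, 7 in each direction. The CH4 deletion profile correlated at 0.944 across 441, and 7 passed, 4 higher and 3 lower. These counts are against the mean of 2 profiles. Against 1 spliced replicate, the CH1 deletion differed at 12 residues with replicate 1 and 25 with replicate 2, and the CH4 deletion at 14 and 8. Between the spliced replicates, 8 of the residues measured in the CH1 deletion and 11 of those measured in the CH4 deletion passed. With 1 deletion profile each there was no test. The largest differences of the CH1 deletion were at A483, with 0.221 against 1.15, A373, with 0.905 against 1.72, and G490, with 2.00 against 1.33. Those of the CH4 deletion were at A304, with 2.06 against 0.645, A483, with 0.193 against 1.15, and A407, with 2.48 against 1.69. A304 lies close to the segment absent from this RNA, which ends at residue 301. At A483 the spliced replicates themselves read 1.78 and 0.522, so this difference rests on replicate 1. Against 0.522 alone neither deletion differed by 0.5. At A373 the CH1 deletion differed from replicate 2 alone by -0.480, so its place past the rule also rests on replicate 1. Within 50 residues of the deleted segment, 1 of 25 measured residues passed for CH1 and 2 of 100 for CH4.

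The pairing models were compared for pairs that recur between forms of the RNA. At a probability of at least 0.5 the spliced model of replicate 1 held 138 pairs and that of replicate 2 held 128, of which 109 were shared. The model of the joined replicates held 118 pairs, the genomic model 225, the CH1 deletion model 121 and the CH4 deletion model 124. Between 52.1% and 56.6% of residues were paired in these 6 models. In the genomic model 112 pairs joined exon residues, 60 joined insert residues and 53 joined an exon to the insert. Of the 118 joined pairs, 70 recurred in the genomic model. Per the labels the genomic model belongs to the cell-free profile of that RNA. In this profile 200 of the 578 residues read from amplicon 1 alone had a lower rate with 5NIA than with DMSO. Differences between the spliced and genomic models are therefore not taken as effects of the insert. Of those whose residues remained, the CH1 deletion model kept 76 of 108 and the CH4 deletion model 89 of 110. The pairing probability changed by at least 0.5 at 53 residues in the CH1 deletion model and at 15 in the CH4 deletion model, against 8 between the spliced replicate models.

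Across the 3 spliced models and the genomic model 68 pairs and 10 helices of at least 4 pairs were shared. Along the spliced RNA the helices joined residues 6 to 9 with 33 to 36, 11 to 16 with 25 to 30, 73 to 77 with 102 to 106, 112 to 115 with 121 to 124, 178 to 184 with 194 to 200, 273 to 276 with 298 to 301, 324 to 328 with 348 to 352, 329 to 333 with 339 to 343, 450 to 455 with 494 to 499, and 456 to 462 with 481 to 487. The CH1 deletion removed residues of the first 2 and the CH4 deletion removed residues of the helix from 273. The helices at 6, 11 and 450 reach into primer sites, and only 4, 5 and 6 of their residues had a cell-free reactivity. Of the helices whose residues all remained, those at 73 and 112 were absent from the CH1 deletion model and the one at 324 from the CH4 deletion model. In the helix at 73 the median reactivity was 0.252 in the CH1 deletion RNA and 0.0627 in the spliced RNA, with 0 of 10 residues past the size rule. In the helix at 112 it was 0.412 in the CH1 deletion RNA and 0.427 in the spliced RNA, with 0 of 8 past the rule. In the helix at 324 it was 0.227 in the CH4 deletion RNA and 0.159 in the spliced RNA, with 1 of 10 past the rule. The median of the single-residue differences was 0.186, 0.102 and 0.0856 in the helices at 73, 112 and 324. The helix at 456 had mean pairing probabilities of 0.928, 0.999, 0.996 and 1.00 in the 4 models and median reactivities of 0.0945 and 0.0973 in the cell-free replicates and 0.0875 and 0.0572 in the in-cell replicates.

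**Figure D4:**
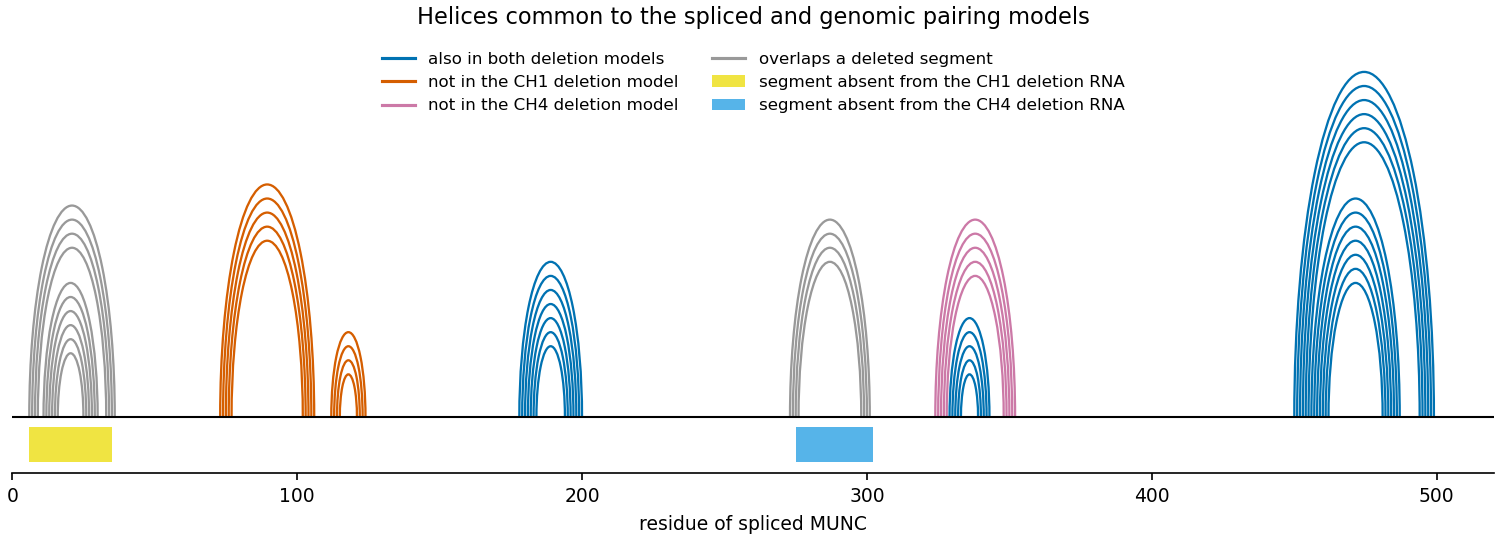
Arcs join the paired residues of the 10 helices shared by the 3 spliced models and the genomic model, along the spliced RNA (horizontal axis, residues), with the segments absent from the deletion RNAs as bars. Helices at 73 and 112 (orange) are absent from the CH1 deletion model and the helix at 324 (pink) from the CH4 deletion model, grey helices overlap a deleted segment, and blue helices occur in both deletion models.

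Unpaired residues of the models were more reactive than paired ones. The area under the ROC curve was 0.771 and 0.782 for the spliced cell-free replicates against the joined model, 0.756 for in-cell replicate 1 and 0.656 for in-cell replicate 2. It was 0.768 for the genomic cell-free profile, 0.809 for the genomic in-cell profile, 0.754 for the CH1 deletion and 0.802 for the CH4 deletion, each against the model of its own RNA. Per the labels, each model belongs to the cell-free SHAPE data of its RNA, although how the reactivities entered is not stated. The cell-free values are therefore not taken as independent of the models. The in-cell values used profiles of other libraries, but spliced in-cell replicate 1 correlated with cell-free replicate 1 at 0.919. Its value is thus not taken as separate evidence for the model. All bases were pooled, and a part played by the larger 5NIA rise at A was not tested. For in-cell replicate 1 the median reactivity was 0.604 at unpaired and 0.190 at paired residues. Restricting the classes to summed probabilities of at least 0.8 and under 0.2 raised the values to between 0.693 and 0.846.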

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

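All the tests in this part were chosen after the values they explain were seen. The residues below carry no reactivity and enter no comparison of reactivities, but residues 399 and 596 of genomic MUNC enter its mean mutation rates. They stood out because 50% or more of the DMSO reads were mutated there, where the DMSO libraries averaged between 0.117% and 0.319% per nucleotide. No sample group was large enough for a check of single samples against their group, and no effect was tested and found to differ between groups.

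At residue 29 of the CH1 deletion RNA, which is residue 58 of the spliced RNA, 99.95% of the DMSO reads and 99.77% of the 5NIA reads were mutated. A 5NIA adduct is argued against by the DMSO rate of 99.95%. The deposited sequence of this RNA carries the substitution C58A there, and the highest DMSO rate at this residue in the 4 spliced libraries was 0.0627%. A reference sequence that differs from the sequenced molecules is consistent with both values. The residue lies in the first 30 residues, which are a primer site, so the data leave open whether the RNA or only the primer carried the other base. No biological explanation was tested.

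At residue 596 of genomic MUNC, amplicon 2 had a DMSO mutation rate of 99.97% cell-free and 100% in cells. Amplicon 1 reads through the same residue, and its highest DMSO rate there was 0.0393%, which argues against a base difference in the RNA. The residue lies in the primer site of amplicon 2, and the lowest of the 4 rates of that amplicon was 99.97%, so a primer whose sequence differs from the reference is a candidate explanation. In the merged profile the residue had DMSO rates of 7.12% cell-free and 7.73% in cells and no reactivity, although amplicon 1 alone gave reactivities of 0.105 and 0.355. No biological explanation was tested.

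At residue 399 of genomic MUNC, in the last units of a GA repeat from 348 to 403, the DMSO rate of amplicon 1 was 55.48% cell-free and 63.35% in cells. Without it the genomic log2 ratio of mean rates was 2.58 in place of 2.33 cell-free and 1.53 in place of 1.25 in cells. A 5NIA adduct is argued against by the lower of these DMSO rates, 55.48%, beside 5NIA rates of 53.5% and 55.7%. The highest DMSO rate at the other residues of the repeat was 1.32%. A variant in a share of the molecules and a difference in repeat length placed at 1 residue by the authors' alignment cannot be told apart, because both give a high rate in both arms at this residue alone and the reads were not used here. No biological explanation was tested.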

How the results depend on the processing

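The tests chosen only after the data were seen were the environments taken alone, the primer-site residues, the 6 high-rate residues left out, the genomic median, the residues with a DMSO rate of at least 50% left out, and the results for mean rate and base preference without each spliced replicate. Of 102 alternative values for 28 answers to a comparison, 68 stayed the same and 34 moved. Same meant the same side of the threshold for a test, a total within 1.5 times for a count, and a shift within the replicate spread for other values. For the spliced in-cell against cell-free rate difference the label carries no information, because 2 against 2 allows no p under 0.333. There the median, -0.811, was called the same although it differed from -1.22 by more than the cell-free SD of 0.268. The totals do not show which way a count leaned. Of 34 alternatives for counts split into higher and lower, 5 leaned the other way, 2 of them with a total called the same. Among 63 alternative values for 24 single nucleotides, 11 moved, 5 to a larger and 6 to a smaller difference. The spread of 2 replicates always covers the shift from leaving one out, so that label carries no information for single residues. Of 18 such values, 3 fell under the size rule. Without spliced cell-free replicate 1 these were -0.301 for A483 and -0.480 for A373 in the CH1 deletion, and -0.329 for A483 in the CH4 deletion.

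The count of 290 nucleotides with a higher mutation rate after 5NIA became 277 at a depth of at least 5000, 288 with primer sites, 334 with DESeq2 and 324 in the cell-free libraries alone. It was 290 both without a depth minimum and with at least 10 mutations, settings that removed no tested nucleotide. TMM scaling gave 111 calls, 72 higher and 39 lower, by its construction around a typical change near 0. The in-cell libraries alone gave 0, with 107 at an unadjusted p under 0.05. Leaving out one replicate gave from 0 to 75 nucleotides across both fits: 0 without replicate 1, with 94 at an unadjusted p under 0.05, and 75 without replicate 2. Each of these fits had 4 libraries and an environment term, and the cause was not tested. With the 5NIA and DMSO libraries paired in a replicate block, 332 nucleotides passed.

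The mean log2 ratio over library pairs stayed between 2.10 and 2.31, with exact permutation p-values from 0.000155 without pairing to 0.0313 with 6 pairs, and the excess at A between 1.13 and 1.54 with p-values from 0.00781 to 0.0313. The in-cell against cell-free rate difference was -1.22 percentage points, -0.811 with medians, -1.31 without the 6 high-rate residues, and from -1.41 to -1.03 without one replicate. In the replicate block its exact sign-flip p was 0.5, the smallest for 2 pairs, so this p says nothing about stability. For genomic MUNC the median gave -0.398 against -0.844, and the cause was not tested. Without residue 399, the only one with a DMSO rate of at least 50% among those used, it was -0.839, the mean log2 ratio 2.22 and the excess at A 1.41.

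No alternative gave a nucleotide with changed reactivity between cells and extracted RNA, with 2 to 17 at an unadjusted p under 0.05. In the replicate block this number was 3 and the count of calls 0. Same-numbered in-cell and cell-free profiles deviated together at -0.0232 in reactivity, 0.263 in log2 5NIA rate and 0.217 in log2 DMSO rate, and 2 pairs do not establish pairing. Fits without a replicate leave 1 profile in an arm and were not run. In-cell replicate 2 limits this comparison, with 5NIA depths down to 4010 at the residues compared.

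The replicate correlation in cells moved from 0.00475 to 0.442 with Spearman, 0.489 with values held to 0 to 2, and 0.397 without the 6 residues, so these residues set the Pearson value. The cell-free correlation moved from 0.942 to 0.914 with Spearman.

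A size rule of 0.3 gave 65 nucleotides for spliced replicate 1 in cells against cell-free, 356 for genomic in cells against cell-free, 62 and 33 for the CH1 and CH4 deletions, and 103 and 62 for genomic against spliced cell-free and in cells. A rule of 1 gave 2 for replicate 1, 42 for replicate 2, 42 for genomic in cells, 0 and 1 for the deletions, and 10 and 6 for genomic against spliced. These follow from the thresholds themselves. Leaving out one spliced replicate gave from 12 to 25 for the CH1 deletion, from 8 to 14 for the CH4 deletion and from 42 to 46 for genomic against spliced. The highest count for CH1 came without replicate 1 and that for CH4 without replicate 2, and the cause was not tested. Scaling to an equal mean changed the split of genomic in cells against cell-free from 110 higher and 82 lower to 92 and 100, and that of genomic against spliced in cells from 11 and 15 to 13 and 11. A rule of 1 gave 20 higher and 22 lower for genomic in cells and 23 and 19 for replicate 2, which had 42 and 65. A rule of 0.3 turned replicate 1 from 5 and 11 to 35 and 30. For replicate 2 the equal mean gave 14 and 117. The CH1 deletion, with 7 and 7, had 17 and 8 without replicate 1, 37 and 25 at 0.3 and 5 and 8 at an equal mean. Genomic against spliced cell-free went from 26 and 14 to 52 and 51 at 0.3 and to 5 and 5 at 1. The splits of these 6 comparisons thus depended on the setting.

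At a pairing probability of at least 0.8 the joined spliced and genomic models shared 44 pairs in place of 70, and the 3 spliced models and the genomic model shared 43 in place of 68. Fewer pairs enter at that threshold. With classes at 0.8 and 0.2, which leave out residues of intermediate probability, the areas under the curve rose to 0.823 and 0.834 for the spliced cell-free replicates, 0.828 and 0.693 in cells, 0.798 and 0.846 for genomic cell-free and in cells, and 0.791 and 0.837 for the CH1 and CH4 deletions. Shifting a partner by 1 was not applied to the pairs shared by 4 models.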

Other observations

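Tests chosen after their result was seen were the other splits of the libraries, the tests of the 6 high-rate residues, the overlap and DMSO tests of the genomic amplicons, and the reactivity tests of the CH1 deletion model. The tests of exon 1, of the amplicon shares and of the difference tables were written before their result was seen.

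Of the 35 ways to split the 8 spliced libraries into 4 and 4, 1, the real split into 5NIA and DMSO, gave as many as 290 nucleotides. The next largest gave 120, and it parted 2 of the 4 library pairs. Of the 8 splits that part all 4 pairs, the largest other one gave 26. The split by environment gave 0, with 176 lower in cells at an unadjusted p under 0.05. That fit had no treatment term, so the 5NIA effect stayed in its residual spread. Its 0 therefore does not show that the environments were alike.

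In the 5NIA library of in-cell replicate 2, the residues G255, G400, A147, G76, C246 and A364, chosen after their values were seen, had mutation rates of 18.0%, 16.8%, 16.6%, 16.1%, 10.6% and 6.58%. The median rate of that library was 0.176%, and these residues held 45.9% of its mutations. Counting error is argued against by the lower Wilson 95% limit of the lowest of the 6 rates, 6.16%. A variant present at such rates in the overexpressed RNA is argued against by the DMSO library of the same replicate, whose highest rate at these residues was 0.751%. At G255 that DMSO library read 0.0645%, whereas the DMSO rate of in-cell replicate 1 was above 1.63%. The DMSO libraries therefore differed at that residue too. The DMSO rate at G255 was also above 2.04% in cell-free replicate 2, where the reactivity was -0.105. At C246 it was above 1.77% in cell-free replicate 1, where the reactivity was -0.179. Mutations without 5NIA thus occurred at G255 and C246 in other libraries, and a rarer variant is not excluded there. RNA structure in cells is argued against as the cause by in-cell replicate 1, whose highest 5NIA rate there was 1.63%. Few molecules amplified into the 5NIA library of in-cell replicate 2 and other causes confined to it cannot be told apart. The 4 highest rates had a ratio of highest to lowest of 1.11, but they were picked as the highest, which narrows the ratio, and over all 6 it was 2.73. The reads, which could show whether the mutations sit on the same molecules, were not used here. The authors' factor for this profile was 388 against 168 for in-cell replicate 1, and without the 6 residues the replicates correlated at 0.397 across 450 nucleotides, so these residues are not the whole of the disagreement.

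The genomic cell-free profile had lower rates with 5NIA than with DMSO at 200 of the 578 residues read from amplicon 1 alone and at 6 of the 298 read from amplicon 2 alone, against 15 and 6 in cells. Residues 348 to 403 of genomic MUNC are a perfect GA repeat, in which neighbouring units have the same sequence context. Over residues 358 to 393 the 5NIA rate at the 18 A residues had a coefficient of variation of 74.4% cell-free, from 0.0887% to 1.44%, and 16.7% in cells, from 0.214% to 0.649%. The DMSO rates at the same residues of the cell-free library varied by 20.9%, which argues against the DMSO background as the whole source. At the 18 G residues the 5NIA rates varied by 102% and the DMSO rates by 48.1% cell-free, and by 36.3% and 56.3% in cells, so a part played by the background at G stays open. A structure of the RNA outside cells is argued against as the whole cause, because the 2 amplicons of the same RNA differed past the size rule at 19.1% of the residues they share, against 5.10% in cells. In exon 1, read from amplicon 1, the Pearson correlation with the spliced cell-free mean was 0.597, and in the part of exon 2 read from amplicon 2 alone it was 0.891. In cells exon 1 correlated with spliced replicate 1 at 0.913 and the same part of exon 2 at 0.792, or 0.872 and 0.888 by Spearman, and the cell-free spliced replicates correlated at 0.951 in exon 1. These values are consistent with few molecules amplified into the cell-free 5NIA library of amplicon 1. A structural difference of exon 1 between the genomic and spliced RNA outside cells, which the design names, stays open in part.

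Few molecules in that library would also bear on the genomic difference between cells and extracted RNA. Of the residues read from amplicon 1 alone 25.0% passed the size rule, and of those read from amplicon 2 alone 9.43% did, so much of the in-cell count of 192 may come from 1 library. A different response of the insert and the exons to cells would also separate the amplicons, but within exon 1 alone the share was 20.4%.

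The differences in the authors' deposited tables correlated at 0.908 between replicates across 468 nucleotides. Both subtract from the same cell-free replicate 1 column, which has a standard deviation of 1.06 along the RNA in the authors' deposited tables, against 0.324 and 0.421 for the in-cell columns. After the in-cell values were shuffled along the RNA, 1000 pairs of tables built the same way correlated at 0.888 on average, with 95% of them between 0.877 and 0.899. Most of the correlation of the authors' deposited tables is therefore reached with no in-cell information. On 1 log base and with the cell-free library of the same number, the replicates correlated at 0.400. With the cell-free libraries exchanged they correlated at 0.185. Simulated unchanged replicates gave a range from -0.0885 to 0.0920. Their noise was drawn independently at the spread of the cell-free replicates, so this is the range of uncorrelated values. It leaves out the noise of the shallow in-cell replicate 2 and any structure shared between libraries. The numbers were not taken to pair the libraries across environments. Both values lie beyond the simulated range, which alone does not show a change shared by both in-cell replicates, although such a change is possible. Once each in-cell log ratio was corrected by 1 slope on the cell-free log ratio, 0.676 in replicate 1 and 0.197 in replicate 2, the correlation was -0.0150. A 5NIA effect that was smaller in cells by 1 factor per replicate is consistent with this value. Whether changes at particular residues exist beyond it cannot be told apart from noise here, because replicate 2 is shallow and dominated by few residues.

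The CH1 deletion and CH4 deletion profiles were compared with the same spliced libraries. Their differences correlated at 0.247 across 407 nucleotides, and simulated unchanged profiles against those controls correlated at 0.334 on average. At 3 residues, A373, A483 and C491, both deletions passed the size rule, against 0.343 on average and an upper simulated limit of 2 in 1000 simulations. At A373 the deletions read 0.905 and 1.01 and the spliced replicates 2.06 and 1.38, and at C491 the deletions read 0.801 and 0.602 and the spliced replicates 1.35 and 1.25. At A483 and also at A373 the spliced replicates differed by more from each other than the size rule asks. Against replicate 2 alone, 0 of these 3 residues passed in both deletions, so their number rests on replicate 1. These are values without a tested explanation.

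The CH1 deletion model lost pairing by at least 0.5 at 32 residues and gained it at 21. At the 23 measured residues that lost pairing, the median reactivity difference from the spliced mean was 0.143, with 19 higher and 4 lower, against 0.0214 at residues whose pairing did not change by that much. The residues were chosen by the pattern itself, so this decides nothing. At the 17 measured residues that gained pairing the median was 0.00176, with 9 higher and 8 lower, which decides nothing either. In the CH4 deletion model the median was 0.138 at the 7 residues that lost pairing, with 6 higher, 1 lower and 1 past the size rule. It was -0.137 at the 8 that gained pairing, with 1 higher, 7 lower and 1 past the rule. Per the labels each model belongs to the same cell-free SHAPE data, so the medians are not taken as independent of it. The CH1 deletion pair had a 5NIA rate minus DMSO rate of 0.499 percentage points, below the other cell-free pairs, which ran from 1.17 to 1.70. Whether this smaller 5NIA effect bears on the model was not tested. Only 1 of the 40 CH1 deletion residues passed the size rule. Small shifts over many residues, the loss of the segment itself or the settings of the folding could thus each have moved the CH1 deletion model. They cannot be told apart with the medians of 0.143 and 0.00176.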
